A study of Mus musculus with 12 samples. Its data were reported in "Transient cell-in-cell formation underlies tumor relapse and resistance to immunotherapy" (2022).

How the data were processed

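CD8 T cells were isolated with magnetic beads from the spleens of C57BL/6 mice that were 6 weeks old by the labels, and were kept in culture for 6 hours without treatment (Naïve) or with an antibody to CD3 (αCD3, 1 µg/ml), with interferon gamma (IFNγ, 70 ng/ml) or with bacterial lipopolysaccharide (LPS, 1 µg/ml). The labels give the αCD3 and LPS doses in µg/ml in one field and in mg/ml in another, so their unit is uncertain. The study's methods give an older age for the mice of all its experiments, so the age is uncertain too. CD3 is the signalling part of the T cell receptor (TCR), IFNγ is a cytokine made by activated T cells, and LPS is a component of the bacterial cell wall that is sensed by Toll-like receptor 4. RNA was sequenced in 12 mRNA libraries, 3 for each of the 4 groups, and libraries were placed in their groups by the labels alone.

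The authors pseudo-aligned the reads with Kallisto to the mouse genome version mm10 and deposited estimated counts per gene symbol, 1 column per library, without pooling of replicates and without scaling to a common depth. The Kallisto version and the transcript annotation behind the estimated counts are not stated. Pseudo-alignment divides reads that match several transcripts by expectation-maximisation, and the deposited expected counts hold fractional values for 8784 to 10011 genes per library. The counts were rounded to whole numbers before any count test. Of the gene symbols in the table, 20612 matched the GENCODE M21 annotation of GRCm38 (mm10), which was used here for coordinates, transcript numbers, gene length and GC content. Per the study's methods, the T cell data were normalised with TMM and changed genes were found in a single DESeq2 call on raw counts. Which libraries entered that call is not stated.

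Here the main test was the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3 (glmQLFit with robust estimation, glmQLFTest), with TMM factors and the filterByExpr filter, which left 12122 genes. All 12 libraries entered a single fit with the group as the only term, and each pair of groups was a contrast, which gave 6 comparisons beside a test for any difference among the 4 groups. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and a gene with an adjusted p under 0.05 is referred to as called. Standard errors (SE) of log2 fold changes come from the same fit. Expression per library is given as CPM (counts scaled to a common library size) on TMM-scaled library sizes, as mean ± SD. Where all libraries of a group held 3 counts or fewer, the fold change was computed against a floor of 3 counts and is given as a lower bound, which covers counting error only.

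Genes named one by one were the 3 with the largest positive and the 3 with the largest negative log2 fold change in each comparison with Naïve, among called genes with a mean of at least 5 CPM in the higher group, no overlap between the 3 treated and the 3 Naïve libraries, and no predicted-gene symbol. Not every gene that this rule chose is reported here. Single members of gene lists named in the text were chosen after their values were seen. The rule, the groups, the tests, the alternatives and 15 gene lists were fixed before the data were examined. The lists held IFNγ targets (30 of 32 genes in the table), type I interferon targets (17 of 18 tested), TCR activation genes (30), NF-κB targets (26), cytotoxic granule genes (22), quiescence genes (11), and markers of T cells (10), CD4 T cells (4), B cells (9 of 12 in the table), myeloid cells (14), NK cells (6), erythroid cells (6 of 8 in the table) and male cells (4 in the table, 1 tested). No gene was in more than 1 list. The female list and the mitochondrial list matched no symbol of the table and were not analysed here under those symbols. Lists of neutrophil, platelet and dendritic cell genes, of abundant B cell genes and of mitochondrial genes under the names used in the table were written later, after the data had been seen.

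Lists with at least 3 tested genes were tested in all 6 comparisons with camera of limma 3.58.1 (two-sided, preset inter-gene correlation 0.01) on log2 CPM with a prior count of 2, and the 72 p-values were adjusted together by the Benjamini-Hochberg method. Camera asks whether the listed genes moved further than the other tested genes. The value given for a list is the median log2 fold change of its tested members. Fry of limma and camera with an estimated correlation were run beside it. Separation of the groups was measured as the share of the summed squared Euclidean distance between libraries that lay between groups (PERMANOVA R2), over the 500 most variable genes on log2 CPM, with an exact permutation test over the 15400 partitions of 12 libraries into 4 groups of 3. Principal components were taken from the same values, centred and not scaled. Correlations between fold changes were computed across all tested genes, which are not independent replicates, and were set against 100 simulations of unchanged groups that shared the same Naïve libraries, since comparisons against shared controls correlate without any effect.

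Replicate numbers come from the labels, and whether they pair libraries across groups was checked through deviations from the group means. The 18 correlations between libraries with the same number and different groups ranged from 0.248 to 0.617 (median 0.386), against a median of -0.311 for libraries with different numbers, which ranged from -0.500 to 0.275. Of the latter, those above 0.1 all joined a replicate 2 with a replicate 3, so the pattern lies largely between replicate 1 and the other 2. Every same-number correlation was above 0.1. Pairs of a replicate 2 with a replicate 3 passed 0.1 too, so this limit cannot show that numbers 2 and 3 each pair. The numbers were still treated as pairing the libraries, although the labels do not say what a number stands for. A fit with the replicate number as a block was therefore given beside each result whose call it changed. For gene counts of whole comparisons and lists, where printed at the main threshold, it was given where it moved them by over 1.5 times. Libraries of one group differed by far more than sampling noise, with chi-square values per degree of freedom from 4.67 to 55.2 over the 12 pairs within groups, so no library was a duplicate of another.

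Alternatives were DESeq2 1.42.0, limma-voom with sample quality weights, RLE factors, library size alone, no count filter, a filter at a mean of 5 CPM, an adjusted p under 0.01, an absolute log2 fold change of at least 1, the replicate block, a fit on the compared groups alone, other gene sets, scales and prior counts for the profiles, and fits that each left out 1 library. The edgeR step was tested on simulated counts with 200 changed genes among 11917 tested genes. It recovered 179 of them (89.5%), among them 97.3% of the genes changed 4-fold and 80.0% of those changed 2-fold, and 8 of its calls (4.28%) were false. Trends on gene length and GC content were removed with smooth terms from mgcv 1.9.3, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

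Total counts per library ranged from 10.2 M to 27.6 M, and a test on libraries thinned to the smallest total is among the additional observations. With 3 libraries against 3, an exact permutation test of a single value cannot give a p below 0.1, and single values were compared through the models fitted across all genes. Estimated counts carry an error from the division of reads among transcripts that the rounded counts do not show. All columns of the deposited table were used.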

Results

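To compare the expression profile induced by IFNγ with those induced by αCD3 or LPS, the study sequenced RNA from splenic CD8 T cells of C57BL/6 mice after 6 hours in culture. The 12 libraries fell into 4 groups of 3, namely untreated (Naïve), αCD3, IFNγ and LPS. Total counts were 18.9 M, 11.8 M and 15.3 M in Naïve replicates 1 to 3, 27.6 M, 12.3 M and 12.5 M in αCD3, 12.2 M, 11.7 M and 10.6 M in IFNγ, and 10.2 M, 12.9 M and 13.4 M in LPS. Each library had at least 1 count for 14348 to 15372 genes, and its 10 most abundant genes held 7.07% to 8.63% of its counts. Of the genes in the table, 12122 passed the expression filter and were tested.

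To compare whole expression profiles, distances between libraries were computed over the 500 most variable genes. Differences between the 4 groups made up 51.2% of the summed squared distance (exact permutation test over 15400 partitions, p = 6.49e-05, the smallest p these partitions can give). The first 4 principal components held 27%, 14.7%, 12.8% and 10.5% of the variance. This first share moved most on untransformed CPM, where it was 49.2%. The first component ran from the Naïve libraries, at -28.58 to -24.34, to the LPS libraries, at 12.12 to 27.60. The second component set the IFNγ libraries, at -25.68 to -18.05, apart from the other 9 libraries, which lay between -0.52 and 16.24. The third component set the αCD3 libraries, at -27.32 to -8.29, below all others. Replicate 1 of αCD3 lay at -18.44 on the first component, closer to the Naïve libraries than replicates 2 (5.33) and 3 (-2.70). The mean distance from Naïve was 50.3 for αCD3, 56.7 for IFNγ and 61.5 for LPS. The mean distance of IFNγ was 52.9 to αCD3 and 54.7 to LPS, and that between αCD3 and LPS was 55.0. Within groups the mean distance ranged from 40.2 (Naïve) to 47.8 (LPS), below every mean between groups. Single distances overlapped, since those within LPS reached 52.0 and those between Naïve and αCD3 went down to 38.6.

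**Figure D1:**
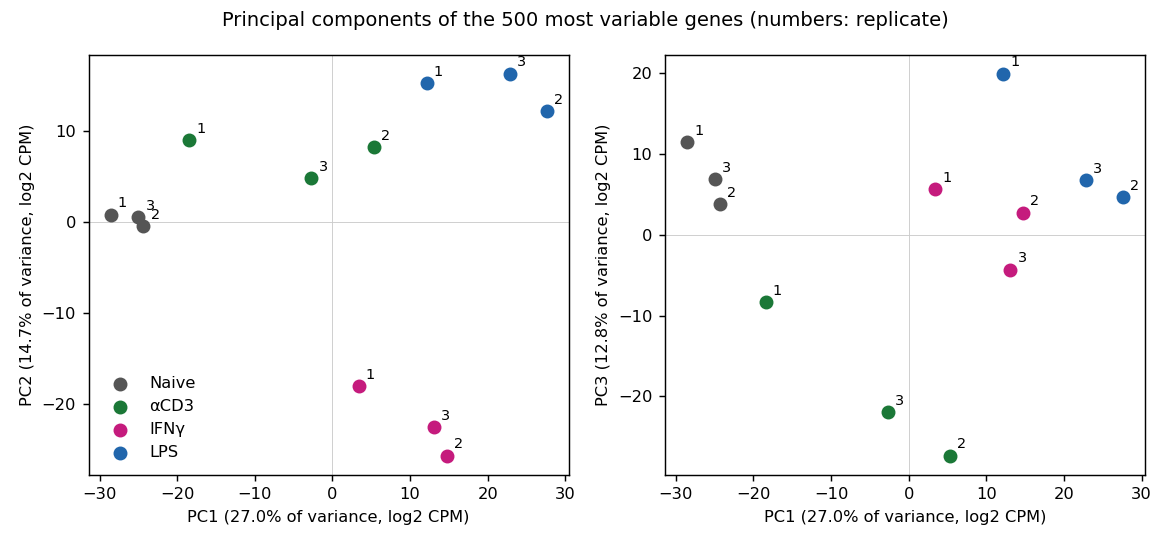
Principal components of log2 CPM over the 500 most variable genes, with the second (left) and the third (right) component against the first and the percent of variance on each axis. Each point is 1 library, its colour gives the group and the number beside it the replicate. The 3 IFNγ libraries lie below -18 on the second component, and αCD3 replicate 1 lies at -18.44 on the first.

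Across the 4 groups 7261 genes (59.9% of those tested) differed in expression. IFNγ changed fewer genes than αCD3 or LPS, with 1508 called genes against Naïve (990 higher, 518 lower), against 4681 for αCD3 (2775 higher, 1906 lower) and 5974 for LPS (3265 higher, 2709 lower). Among called genes the median absolute log2 fold change was 0.67 for IFNγ, 0.58 for αCD3 and 0.65 for LPS. At least 2-fold changes were found in 511, 891 and 1577 called genes. The count for IFNγ moved most among these with the replicate number as a block, where 3020 genes were called (1642 higher, 1378 lower), 1507 of the 1508 genes among them, and limma-voom also called 3020. It fell to 787 genes without IFNγ replicate 2. For αCD3 the block gave 3411 higher and 2938 lower genes. The split between higher and lower genes depended on the scaling. With library size alone in place of TMM factors, the median log2 fold change over all tested genes moved from -0.02 to -0.16 for IFNγ, from -0.02 to -0.13 for αCD3 and from -0.01 to -0.22 for LPS. The share of called genes that were higher then moved from 65.6% to 31.4% for IFNγ, from 59.3% to 44% for αCD3 and from 54.7% to 32.8% for LPS. Fold changes below are on the TMM scale, relative to a median near 0.

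**Figure D2:**
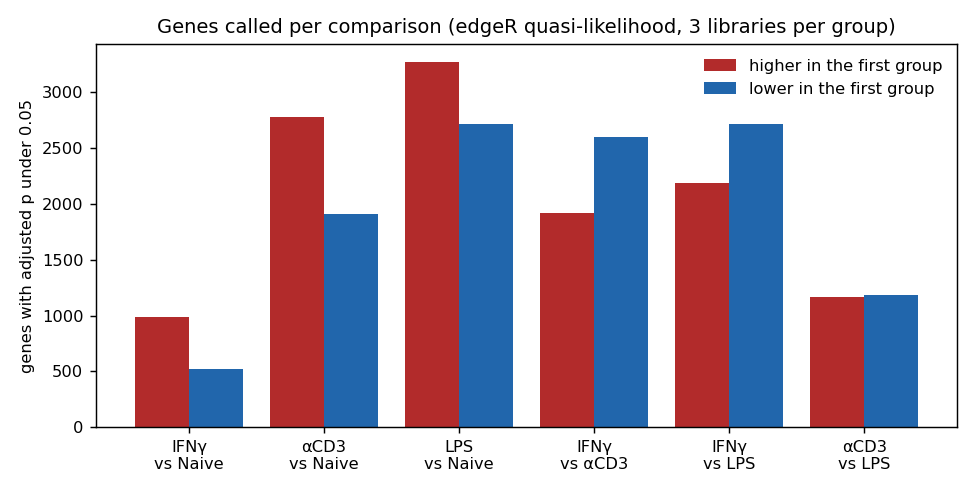
Number of genes with an adjusted p under 0.05 in each of the 6 comparisons (vertical axis), with genes higher in the first-named group in red and lower in blue. IFNγ against Naïve has the fewest (990 and 518) and LPS against Naïve the most (3265 and 2709).

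The response to IFNγ was first checked through its own targets. The median log2 fold change of the IFNγ target list was 2.47 (camera, adjusted p = 4.94e-28, n = 3 libraries per group), and 29 of its 30 genes were called as higher, also when adjusted over the list alone. The list test held under fry (adjusted p = 5.49e-04) and was not past the threshold with an estimated inter-gene correlation (adjusted p = 0.286, the highest of 12 alternatives, the others reaching down to 7.07e-39). Irf1 rose from 272 ± 35.9 to 1178 ± 100.3 CPM and Gbp2 from 239 ± 28.9 to 4064 ± 177 CPM. The type I interferon list was also higher (median 3.78, adjusted p = 5.39e-14, 17 of 17 genes called). The TCR activation list was not (median 0.15, adjusted p = 0.163), with 4 genes called as higher and 2 as lower, but it passed the threshold as higher with library size alone (adjusted p = 0.0380). The NF-κB list rose slightly (median 0.16, adjusted p = 0.0160, 7 genes called as higher and 2 as lower, or 9 and 3 adjusted over the list alone), and its median was 0.02 with library size alone, against a median of -0.16 over all genes. The quiescence list was not called (median -0.11, adjusted p = 0.664).

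The largest fitted increases with IFNγ were in Nos2, Clic5 and Cxcl9. The rank of Nos2 among them is not established, since its fold is a lower bound. Nos2 (chromosome 11, 78920787 to 78960254, plus strand) had no count in the Naïve libraries and 10.2 ± 3.28 CPM in IFNγ, at least 54.5-fold higher (adjusted p = 0.00996). Clic5 (chromosome 17, 44188584 to 44280172, plus strand) rose from 0.550 ± 0.308 to 49.3 ± 16.2 CPM (log2 fold change 6.56 ± 0.74 SE, adjusted p = 5.69e-04), while LPS libraries had 0.593 ± 0.454 CPM. Cxcl9 (chromosome 5, 92321347 to 92328079, minus strand) rose from 3.15 ± 1.19 to 269 ± 60.5 CPM (6.46 ± 0.92 SE, adjusted p = 0.00164). The largest fitted decreases were in Ttc37, Sipa1l2 and Fabp4, where the folds of Ttc37 and Sipa1l2 are lower bounds too. Ttc37 (chromosome 13, 76098734 to 76190316, plus strand) had 14.1 ± 5.23 CPM in Naïve and no count in any IFNγ library, at least 52.7-fold lower (adjusted p = 5.49e-04), and this gene has 10 annotated transcripts among which reads could be divided. Sipa1l2 (chromosome 8, 125418063 to 125569808, minus strand) fell from 8.0 ± 3.59 CPM to 3 counts or fewer per library, at least 30.0-fold lower (adjusted p = 0.0204), and this call was lost in 5 of 8 refits, with adjusted p from 0.00872 to 0.0870, the last without IFNγ replicate 2. Fabp4 (chromosome 3, 10204088 to 10208576, minus strand) fell from 8.07 ± 4.70 to 0.417 ± 0.190 CPM (-4.25 ± 0.73 SE, adjusted p = 0.00393). Coordinates are of GRCm38 (mm10), the span is that of the whole gene, and the genes named in this way in the 3 comparisons with Naïve are annotated as protein-coding.

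αCD3, which engages the T cell receptor complex, raised the TCR activation list (median log2 fold change 1.14, adjusted p = 2.47e-07), with 20 of 30 genes called as higher, or 21 adjusted over the list alone. The test held under fry (adjusted p = 2.81e-05), and not with an estimated correlation (adjusted p = 0.272, the highest of 12 alternatives, the lowest being 2.86e-10). Nr4a1 rose from 95.2 ± 28.5 to 310 ± 66.1 CPM and Il2ra from 69.9 ± 9.64 to 315 ± 103 CPM. The type I interferon list (median 2.73, adjusted p = 1.69e-04, 16 genes called as higher) and the IFNγ target list (median 0.80, adjusted p = 3.67e-04, 18 genes called as higher, 22 adjusted over the list alone) were higher as well. Fry kept the former (adjusted p = 0.0434) but not the latter (adjusted p = 0.0602, within a range over 12 alternatives of 1.98e-06 to 0.770). The NF-κB list was not called as a set (median 0.01, adjusted p = 0.860). In it 5 genes were called as higher and 4 as lower, or 7 and 8 with the replicate block. The quiescence list was not called (median -0.11, adjusted p = 0.137) except under fry, as lower (adjusted p = 0.0434).

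Of the genes that rose most with αCD3, Npas4 (chromosome 19, 4984355 to 4990316, minus strand) went from 0.303 ± 0.263 to 10.6 ± 0.457 CPM (log2 fold change 5.10 ± 0.80 SE, adjusted p = 7.05e-04). Car12 (chromosome 9, 66713686 to 66766845, plus strand) rose from 0.880 ± 0.235 to 23.6 ± 6.24 CPM (4.71 ± 0.27 SE, adjusted p = 4.69e-06). Xcl1 (chromosome 1, 164931644 to 164935527, minus strand) rose from 3.82 ± 0.708 to 63.9 ± 6.72 CPM (4.07 ± 0.29 SE, adjusted p = 7.35e-06), and 69.4% of its 31-base words occur in no other gene, so part of its reads could not be told from other genes. Sipa1l2 fell to 1.01 ± 1.71 CPM (-3.13 ± 1.08 SE, adjusted p = 0.0411), a call that was lost in 6 of 8 refits, with adjusted p from 2.47e-04 to 0.171. Only αCD3 replicate 3 had counts above the floor in this gene (37, against 1 and 0 in replicates 1 and 2), so the size of this change rests on that library. Slc6a19 (chromosome 13, 73679745 to 73704865, minus strand) fell from 24.2 ± 8.26 to 2.74 ± 2.03 CPM (-3.02 ± 0.47 SE, adjusted p = 7.25e-04), and to -3.89 without αCD3 replicate 1.

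LPS raised the NF-κB list (median log2 fold change 1.10, adjusted p = 2.96e-09), with 23 of 26 genes called as higher, also when adjusted over the list alone. This call held under fry (adjusted p = 1.18e-06) and with an estimated correlation (adjusted p = 0.0351, the highest of 12 alternatives, the lowest being 8.96e-13). Nfkbia rose from 223 ± 10.2 to 589 ± 19.3 CPM and Il6 from 8.28 ± 2.12 to 26.0 ± 8.62 CPM. The type I interferon list (median 3.57, adjusted p = 2.75e-06, 17 of 17 genes called) and the IFNγ target list (median 1.85, adjusted p = 2.38e-08, 28 of 30 genes called as higher, 29 adjusted over the list alone) were higher too. In the TCR activation list (median 0.78, adjusted p = 0.00175) 17 genes were called as higher and 3 as lower. The quiescence list was not called as a set (median -0.30, adjusted p = 0.420). In it 1 gene was called as higher and 3 as lower, or 2 and 8 of 11 with the replicate block. Transcripts of the B cell list (0.374% of Naïve counts) and the myeloid list (0.128%) were present too. Which cells responded to LPS is therefore not known.

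Nos2 was also among the 3 genes with the largest fitted increase with LPS, at 11.3 ± 8.77 CPM, at least 60.4-fold above Naïve (adjusted p = 0.00216). With no count in Naïve its fold is a lower bound, so its rank among the 3 is not established. Saa3 (chromosome 7, 46711998 to 46715700, minus strand, 88.7% unique 31-base words) rose from 0.0975 ± 0.169 to 23.6 ± 16.1 CPM (log2 fold change 7.55 ± 1.06 SE, adjusted p = 2.55e-04). Its Naïve counts came from replicate 1 alone, and without it the Naïve libraries were at 0, so the size of this change rests on that library. Ifng (chromosome 10, 118441046 to 118445892, plus strand, 77.6% unique 31-base words, overlapped by 1 gene on its own strand) rose from 2.61 ± 0.972 to 189.8 ± 158 CPM (6.19 ± 1.25 SE, adjusted p = 0.00234), with counts of 85, 3572 and 3238 in LPS replicates 1 to 3. Msantd4 (chromosome 9, 4376562 to 4386870, plus strand) fell from 5.55 ± 3.35 CPM to no count, at least 20.8-fold lower (adjusted p = 0.00948), and its counts varied between 0 and at least 50 within another group. Sipa1l2 fell to 3 counts or fewer per library, at least 30.0-fold lower (adjusted p = 0.00418).

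**Figure D3:**
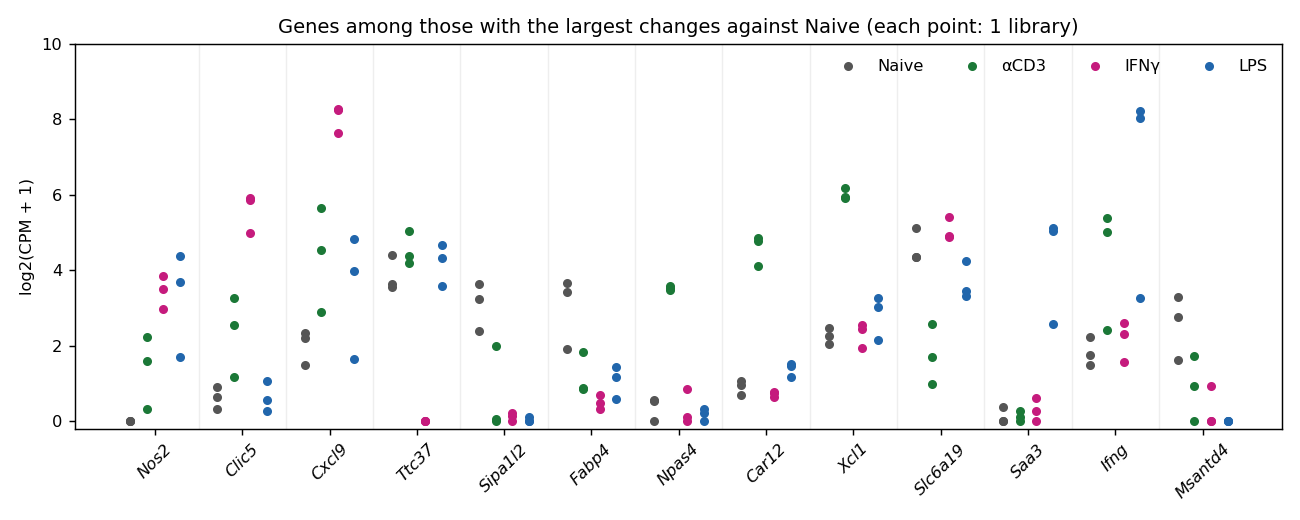
Expression of the genes named above, which were among those with the largest changes against Naïve, as log2 of CPM plus 1 on the vertical axis, with 1 point per library and colour by group. Nos2 lies at 0 in the 3 Naïve libraries and Ttc37 at 0 in the 3 IFNγ libraries.

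The IFNγ profile was then set directly against the other treatments. Between IFNγ and αCD3 4514 genes were called (1918 higher and 2596 lower in IFNγ), and between IFNγ and LPS 4895 (2182 higher, 2713 lower). αCD3 and LPS differed in 2351 genes (1168 higher and 1183 lower in αCD3). The last count was 4202 with the replicate block (2001 higher, 2201 lower) and 1429 without LPS replicate 2, and its higher share moved from 49.7% to 68.8% with library size alone. That setting also moved the higher share from 44.6% to 52.6% for IFNγ against LPS, and from 42.5% to 37.1% for IFNγ against αCD3. The IFNγ target list was higher in IFNγ than in αCD3 (median 1.42, adjusted p = 8.80e-10, 26 of 30 genes called as higher) and less clearly so against LPS (median 0.55, adjusted p = 0.00448, 7 genes called as higher, or 18 with the replicate block). The latter was not past the threshold under fry (adjusted p = 0.133) or without LPS replicate 1 (median 0.28, adjusted p = 0.0762), with a range of 2.68e-04 to 0.770 over 12 alternatives. For the type I interferon list, IFNγ lay above αCD3 (median 0.93, adjusted p = 0.0183, 0 of 17 genes called, 4 higher at an unadjusted p under 0.05 and 7 called as higher with the replicate block), but not under fry (adjusted p = 0.205) nor without αCD3 replicate 1 (median 0.51, adjusted p = 0.291), IFNγ replicate 2 (adjusted p = 0.0866) or IFNγ replicate 3 (adjusted p = 0.0622), with a range of 3.56e-04 to 0.770, and IFNγ and LPS did not differ (median -0.10, adjusted p = 0.860). The TCR activation list was lower in IFNγ than in αCD3 (median -0.75, adjusted p = 8.32e-06, 18 genes called as lower) and LPS (median -0.70, adjusted p = 0.00945, 15 genes called as lower and 3 as higher). The NF-κB list was lower in IFNγ than in LPS (median -0.88, adjusted p = 3.28e-07, 18 genes called as lower). Against αCD3 its median was 0.35 (adjusted p = 0.0603), with 7 genes called as higher and 2 as lower, or 15 and 3 with the replicate block. There the list passed the threshold with the replicate block (adjusted p = 0.0192), under fry (0.0136), with library size alone (0.0452) and with no count filter (0.0411). αCD3 lay below LPS in the NF-κB list (median -1.22, adjusted p = 7.09e-18, 22 genes called as lower), the IFNγ target list (median -0.78, adjusted p = 1.34e-06, 12 genes called as lower, or 25 with the replicate block) and the type I interferon list (median -0.94, adjusted p = 0.00224, 0 of 17 genes called, 5 lower at an unadjusted p under 0.05 and 11 called as lower with the replicate block). The last of these was not past the threshold under fry (adjusted p = 0.154) or without αCD3 replicate 1 (median -0.52, adjusted p = 0.0947, range 2.20e-05 to 0.770). Without αCD3 replicate 1 the median of the IFNγ target list was -0.50. The TCR activation list (adjusted p = 0.259) and the quiescence list (adjusted p = 0.273) were not called as sets between αCD3 and LPS. In the former 12 genes were called as higher and 7 as lower in αCD3, or 14 and 11 with the replicate block. In the latter 1 was higher and 3 lower, or 2 and 6 with the block. The quiescence list was not called between IFNγ and LPS (adjusted p = 0.256), with 2 genes higher and 2 lower, or 8 and 2 with the block. Nor was it called in IFNγ against αCD3 (adjusted p = 0.0672), although there it was called as higher under fry (adjusted p = 0.0136) and with no count filter (adjusted p = 0.0403).

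**Figure D4:**
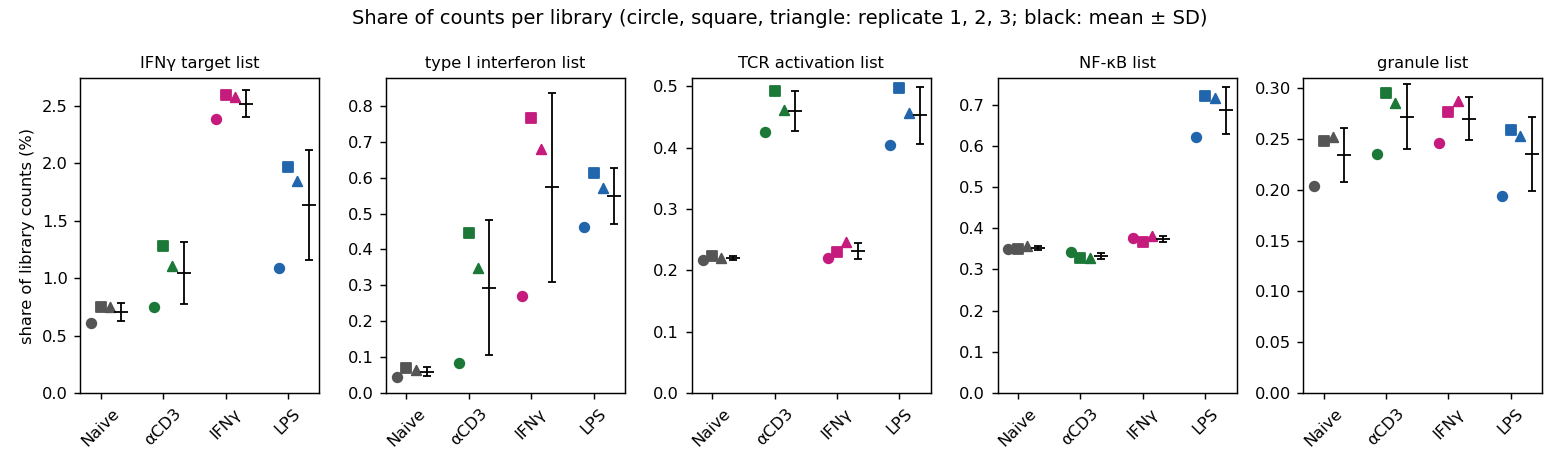
Share of each library's counts, in percent, that fell in 5 gene lists, by group. Circles, squares and triangles are replicates 1, 2 and 3, and the black bar gives the mean ± SD of 3 libraries. The IFNγ target list holds 2.52% of counts in IFNγ and 0.704% in Naïve, and the granule list differs little between groups (0.235% in Naïve, 0.270% in IFNγ).

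In all, camera called 25 of the 72 list-by-comparison tests. Of these, fry kept 20, and camera with an estimated correlation kept 2, both of the NF-κB list (LPS against Naïve and αCD3 against LPS). The replicate block kept all 25 and called 7 more.

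To see whether treatments moved genes together, fold changes against Naïve were correlated across the 12122 tested genes. The correlation between αCD3 and LPS was 0.649, above the range of 100 simulated pairs of unchanged groups with the same controls (mean 0.486, 0.393 to 0.592). The correlation of IFNγ with LPS (0.546, simulated mean 0.483, 0.389 to 0.566) lay inside the simulated range. So did that of IFNγ with αCD3 (0.481, simulated mean 0.484, 0.398 to 0.572). The simulated groups held no changed genes, unlike the real ones, so a value inside the range cannot tell shared controls from a shared response. Spearman correlation put IFNγ and αCD3 at 0.384, below its simulated range of 0.424 to 0.469, and the Pearson value of 0.518 without Naïve replicate 1 and of 0.518 without Naïve replicate 3 also lay below its range (0.540 to 0.677 and 0.537 to 0.671). Over the genes called in either comparison, IFNγ and LPS reached 0.593, above the simulated maximum of 0.537. The correlation between αCD3 and LPS stayed above the simulated maximum with Spearman correlation (0.706, maximum 0.472). The same held at a mean of at least 5 CPM (0.741, 0.589) and over genes called in either comparison (0.728, 0.539). When single Naïve libraries were left out, the correlation between αCD3 and LPS (0.662 to 0.678) lay inside the simulated range in each of the 3 fits. These fits have fewer controls and simulated means of 0.600 to 0.606.

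**Figure D5:**
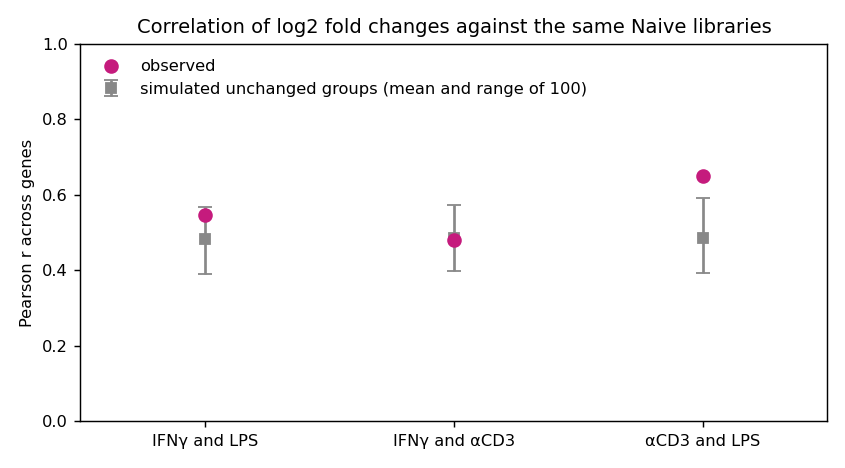
Pearson correlation across genes (vertical axis) of log2 fold changes against the same Naïve libraries, for 3 pairs of treatments. Coloured points are observed values, and grey squares with bars give the mean and range of 100 simulations of unchanged groups. Only αCD3 and LPS (0.649) lie above the simulated range.

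To see how genes of secreted granules responded to each stimulus, 22 cytotoxic granule genes were examined. As a set they were not called with IFNγ (median log2 fold change 0.05, adjusted p = 0.160). The median was 0.24 without IFNγ replicate 1 (adjusted p = 0.0585) and 0.00490 without IFNγ replicate 3 (adjusted p = 0.391). With library size alone the median was -0.09 and the test passed the threshold (adjusted p = 0.0380, range over 12 alternatives 0.0380 to 0.770), while the median over all genes was -0.16, and the cause was not tested. With IFNγ 4 of these genes were called as higher, namely Ctsc (187 ± 14.3 to 445 ± 69.7 CPM, log2 fold change 1.25 ± 0.12 SE, adjusted p = 3.21e-04), Fas (1.06 ± 0.14 SE, adjusted p = 9.62e-04), Stx11 (0.92 ± 0.14 SE, adjusted p = 0.00201) and Srgn (0.45 ± 0.11 SE, adjusted p = 0.0264). The number was 5 when adjusted over the list alone, and 7 were higher and 2 lower with the replicate block, which added Gzma (adjusted p = 0.00282), Lamp2 (7.64e-06) and Serpinb9 (3.74e-04) as higher and Cd63 (0.0117) and Stxbp2 (0.0485) as lower. The call for Srgn was lost in 4 of 8 refits, with adjusted p up to 0.0996 without IFNγ replicate 3 and down to 0.00353. Gzmb (22.2 ± 8.13 CPM in Naïve, 53.0 ± 28.9 CPM in IFNγ, higher in 3 of 3 same-number pairs, adjusted p = 0.416, or 0.1249 with the replicate block) and Prf1 (2.15 ± 0.302 and 2.18 ± 0.941 CPM, adjusted p = 0.998) were not called. With αCD3 the list was not called either (median 0.21, adjusted p = 0.495), with 8 genes higher and 3 lower (10 and 6 with the replicate block), among them Gzmb (345.8 ± 262 CPM, log2 fold change 3.96 ± 0.93 SE, adjusted p = 0.00741) and Nkg7 (1.78 ± 0.24 SE, adjusted p = 3.25e-04). With LPS 6 genes were higher and 6 lower (9 and 8 with the replicate block, median 0.18, adjusted p = 0.981), and Ctsc was lower (-0.47 ± 0.12 SE, adjusted p = 0.00868). Between treatments the list was not called (adjusted p of 0.664 for IFNγ against αCD3, 0.547 for IFNγ against LPS and 0.547 for αCD3 against LPS). A shift of the set in one direction between IFNγ and the other treatments was thus not detected. Single genes were called both ways, 3 as higher and 4 as lower in IFNγ than in αCD3 (6 and 5 with the replicate block). Against LPS 3 were higher and 2 lower in IFNγ (6 and 5 with the block), and 5 higher and 3 lower in αCD3 (5 and 6). The direct test of Ctsc did show a difference, with log2 fold changes of 1.08 for IFNγ against αCD3 and 1.73 for IFNγ against LPS.

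As a check on the make-up of the libraries, markers of spleen cell types were examined in the same way. The T cell list held 0.189% ± 0.00852 of counts in Naïve (SD, n = 3), 0.237% ± 0.00605 in αCD3, 0.181% ± 0.00808 in IFNγ and 0.141% ± 0.00942 in LPS. It was called as higher in αCD3 (median log2 fold change 0.37, adjusted p = 0.0454) and lower in LPS (median -0.33, adjusted p = 0.0296, 7 of 10 genes called as lower), and was not called in IFNγ (median 0.02, adjusted p = 0.664). Without αCD3 replicate 1 (adjusted p = 0.0681) or Naïve replicate 2 (adjusted p = 0.0738) the former was not past the threshold, with a range of 4.55e-04 to 0.699 over 12 alternatives, and nor was the latter without LPS replicate 1 (adjusted p = 0.0609, range 0.00309 to 0.699). The B cell list held 0.374% ± 0.0164 of counts in Naïve, 0.246% ± 0.0248 in αCD3, 0.269% ± 0.00931 in IFNγ and 0.218% ± 0.0589 in LPS. It was called as lower in αCD3 (median -0.50, adjusted p = 0.0368), a call lost without αCD3 replicate 1 (adjusted p = 0.0689) or 3 (0.0508) and with library size alone (0.0508, range 0.0107 to 0.626), and not in IFNγ (median -0.34, adjusted p = 0.127) or LPS (median -0.17, adjusted p = 0.414). The myeloid list (0.128% ± 0.0391 of counts in Naïve) was lower in αCD3 (median -0.69, adjusted p = 0.0205), a call lost under fry (adjusted p = 0.102) and without αCD3 replicate 1 (adjusted p = 0.108), Naïve replicate 2 (0.0601) or Naïve replicate 3 (0.0671, range 5.73e-04 to 0.770). In LPS its median was -0.91 (adjusted p = 0.0535, or 0.0376 with the replicate block and 0.0315 with no count filter), and in IFNγ it was -0.09 (adjusted p = 0.635). The CD4 T cell list (0.0122% ± 9.66e-04 of counts in Naïve), the NK cell list (0.00254% ± 9.95e-04) and the erythroid list (0.132% ± 0.0860) were not called against Naïve in any treatment, and the smallest of their adjusted p-values was 0.0919, for the CD4 T cell list in LPS. Under fry the CD4 T cell list was called as lower in αCD3 (adjusted p = 0.0214) and LPS (adjusted p = 0.00333), and the B cell list in IFNγ (adjusted p = 0.0468) and LPS (adjusted p = 0.0185). With the replicate block the erythroid list was higher in IFNγ than in Naïve (median 0.87, adjusted p = 9.43e-04) and αCD3 (adjusted p = 0.0124). Between treatments the T cell list was higher in αCD3 than in LPS (median 0.70, adjusted p = 8.32e-06) and in IFNγ than in LPS (median 0.32, adjusted p = 0.0109). In IFNγ against αCD3 it was not called (adjusted p = 0.0641), but was called as lower with the replicate block (adjusted p = 0.0376), under fry (6.56e-04) and with no count filter (0.0212). The myeloid list was not called in IFNγ against αCD3 (adjusted p = 0.0919) or LPS (0.0987), but was called as higher with the block (0.0124 and 0.0297), and against αCD3 also with no count filter (0.0495). The CD4 T cell list was called as higher in IFNγ than in LPS under fry (adjusted p = 0.0164, against 0.238). Single libraries weighed on these shares, and the log2 ratio of the erythroid share between IFNγ and Naïve, 0.75, was 0.00917 without IFNγ replicate 2 and 1.20 without IFNγ replicate 1. Averaged as log2 CPM over the list, the CD4 T cell list differed by -0.49 between LPS and Naïve in place of -0.82 from the shares. The male list held 4.62e-04% to 6.23e-04% of counts on average in each group.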

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

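The 17 results that answer the comparisons were each recomputed under their alternatives, 219 refits in all. In 175 of these the result kept its direction, its side of the threshold and a count or value within the range set for it beforehand, in 37 a count or share moved, in 5 a result lost its side of the threshold and in 2 it gained it. For correlations the threshold was the simulated maximum, and values below the simulated range are not among these changes. No direction was reversed among results past the threshold. Unless a cause is given below, the cause was not tested.

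The number of genes called between IFNγ and Naïve (1508) moved under the following alternatives. It was 3020 with limma-voom (1504 shared), 3020 with the replicate block (1507 shared), 2279 with library size alone (715 higher, 1564 lower, 1229 shared), 662 at an adjusted p under 0.01 and 511 at an absolute log2 fold change of at least 1. Fits without 1 library gave 787 (without IFNγ replicate 2) to 1533 genes (without IFNγ replicate 1), with 850 without Naïve replicate 2, 835 without Naïve replicate 3 and 918 without IFNγ replicate 3. DESeq2 called 1837 genes, 1493 of them shared. Stricter thresholds call fewer genes by construction, and fits without a library have fewer samples. The shift in direction with library size alone follows from the scaling, since the median over all tested genes moved from -0.02 to -0.16.

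For αCD3 against Naïve (4681 genes) the stricter thresholds gave 2745 and 891 genes, and fits without 1 library gave 3130 (without αCD3 replicate 2) to 4946. For LPS against Naïve (5974) the fold-change threshold gave 1577 genes. For IFNγ against αCD3 (4514) the stricter thresholds gave 2889 and 821 genes, and for IFNγ against LPS (4895) the fold-change threshold gave 1115. The number for αCD3 against LPS (2351) was 4111 with limma-voom, 4202 with the replicate block (2349 shared), 1440 in a fit on these groups alone, 1092 at an adjusted p under 0.01 and 616 at the fold-change threshold. Without 1 library it was 1429 (without LPS replicate 2), 1508 (without LPS replicate 3) and 1558 (without αCD3 replicate 3), and up to 2590 without LPS replicate 1. The number of genes that differed among the 4 groups (7261) stayed between 6428 and 7479 in the 12 fits without 1 library.

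Among the list tests set for the comparisons, the NF-κB list in LPS kept its call under its 12 alternatives (adjusted p from 8.96e-13 to 0.0351). The IFNγ target list in IFNγ and the TCR activation list in αCD3 kept theirs under 11 of 12. With an estimated inter-gene correlation they had medians of 2.47 and 1.14 and adjusted p-values of 0.286 (range 7.07e-39 to 0.286) and 0.272 (range 2.86e-10 to 0.272). That setting kept 2 of the 25 list calls, and the cause was not tested. The granule list in IFNγ was called with library size alone, with a median of -0.0898 (adjusted p = 0.0380, range 0.0380 to 0.770), above the median of -0.16 over all genes, so its direction relative to other genes was kept while the sign of its median changed. Its median ranged from 0.00490 (without IFNγ replicate 3) to 0.24 (without IFNγ replicate 1) when 1 library was left out.

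The separation of the 4 groups kept its exact permutation p of 6.49e-05, the smallest these partitions can give, under its 6 alternatives, with a share of 44.8% to 80.9%. The share of variance on the first component (27%) was 32.8% over all tested genes, 29.7% over 2000 genes, 49.2% on untransformed CPM, 21.2% with a prior count of 0.5 and 31.1% on values centred on the replicate number. Without 1 library it ranged from 24.1% (without Naïve replicate 1) to 28.9% (without αCD3 replicate 2), with 24.9% without Naïve replicate 2, 25.1% without Naïve replicate 3, 28.8% without LPS replicate 1 and 25.1% without LPS replicate 2. On untransformed CPM, 5 genes (Rnf213, Hspa8, Gbp2, Samhd1 and B2m) carried 35.9% of that component, so abundant genes weigh most there by construction.

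Of the correlations between fold changes, that of IFNγ and αCD3, inside its simulated range at 0.481, fell below the range with Spearman correlation (0.384, range 0.424 to 0.469), without Naïve replicate 1 (0.518, range 0.540 to 0.677) and without Naïve replicate 3 (0.518, range 0.537 to 0.671). That of IFNγ and LPS rose above its simulated range over genes called in either comparison (0.593, simulated maximum 0.537). That of αCD3 and LPS fell inside the simulated range without Naïve replicate 1 (0.662, simulated maximum 0.684), 2 (0.678, 0.699) and 3 (0.671, 0.673). Fewer shared controls raise the simulated correlations, from a mean of 0.486 to between 0.600 and 0.606. The cell marker lists gave 4 calls against Naïve, with 7 under fry, 2 without Naïve replicate 2 and 1 without αCD3 replicate 1.

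Of the other 22 list calls, 1 was kept under all 12 of its alternatives and 21 were lost under at least 1, in 40 of 264 refits. Of the 18 calls of genes named one by one, 16 were kept in all 8 refits and Sipa1l2 lost its calls for IFNγ and αCD3 in 11 refits. Of 27 calls of granule genes against Naïve, 9 were lost in at least 1 refit, namely Gzmc, Cd63, Fas and Serpinb9 in αCD3, Srgn in IFNγ, and Gzmb, Gzmc, Ctsw and Cst7 in LPS. Of 18 marker shares 3 moved beyond the limit set for them when averaged as log2 CPM, those of T cells in LPS and of CD4 T cells in αCD3 and LPS. The replicate block changed no call of these results other than those given beside them. Depth limits the genes near the floor, where a fold is a lower bound.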

Other observations

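In LPS the libraries differed in Ifng, with 8.69 CPM in replicate 1 against 300.2 and 260.5 CPM in replicates 2 and 3, and Gbp2 had 697 CPM against 2100 and 1837 CPM. In αCD3, Gzmb had 54.2 CPM in replicate 1 against 560.7 and 422.4 CPM.

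Between groups, 336 genes were called as higher in IFNγ than in each other group and 131 as lower, a class chosen after the values were seen. Among them Gbp2 reached 4064 ± 177 CPM against 239 ± 28.9 CPM in Naïve. Fcer2a, a gene of the B cell list also chosen after its values were seen, fell from 419 ± 36.3 to 94.7 ± 21.3 CPM with IFNγ (log2 fold change -2.15, adjusted p = 0.00607).

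Each comparison was rerun on the 10 ways of splitting its 6 libraries into 3 and 3. In each of the 6 comparisons 1 of 10 splits, the real one, gave as many called genes as the real split, and with 10 splits this share cannot go under 0.1, so the splits alone cannot exclude an accident of grouping. Of the 4 splits that part all 3 same-number pairs, 1 was as large. The largest other split gave 1 gene in LPS against Naïve (Naïve replicates 1 and 3 with LPS replicate 1) and 1 gene in αCD3 against LPS (αCD3 replicate 1 with LPS replicates 1 and 3). Of 100 partitions of the 12 libraries into 4 groups, the real one gave the most genes (1 of 100), and the largest of the others gave 3402, which argues against an accident of grouping for the difference among the 4 groups.

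The comparisons with Naïve were tested against trends in gene length and GC content. With the replicate block and these trends removed, 2937 genes were called for IFNγ (3020 before, 2374 shared), 6260 for αCD3 (6349 before, 5862 shared) and 7125 for LPS (7207 before, 6522 shared). After thinning every library to 10.2 M counts, 1433 genes were called for IFNγ (1361 shared with the 1508), 4570 for αCD3 (4341 shared) and 5727 for LPS (5603 shared). Neither the trends nor a difference in depth may therefore account for most of these calls.

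In 96 genes (0.792% of those tested) a library had 0 counts while another of the same group had at least 50, and 4 of them were called against Naïve. Counting noise with the replicate spread usual at a gene's abundance is an unlikely cause, since 100 simulations gave at most 1 such gene. Those simulations gave no gene a wider spread of its own, so that cause stays open. Sequence shared with other genes is unlikely too, with a median of 98.7% unique 31-base words, against 98.6% in matched genes (97.1% to 99.5%). A candidate explanation is the division of reads among transcripts of one gene. The 95 annotated genes had a median of 7 transcripts against 4 in matched genes (3 to 5), and 0 of 10000 matched lists were as high. Their transcripts were also longer (median 2178 against 1568 bases), and no biological explanation was tested, so the cause remains open.

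A whole group at 0 stood beside groups with many counts in Ttc37 (0 in the 3 IFNγ libraries, 108 to 486 in the other 9). Whether this reflects regulation or the division of reads among transcripts was not tested.

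The shares of 8 of 13 lists were lowest in replicate 1 of all 4 groups, the NK cell (median ratio of replicates 2 and 3 over 1 of 2.19), myeloid (1.59) and erythroid (4.88) lists among them (exact p = 0.0123 for each list, or 0.0370 for any number), while the quiescence, B cell and male lists never were. The other 5 of the 8 were the IFNγ target (1.41), type I interferon (2.08), TCR activation (1.10), granule (1.23) and CD4 T cell (1.12) lists. These p-values take the 4 groups as independent. The replicate 1 libraries deviated together across groups (correlations of 0.449 to 0.617), so the p-values overstate the evidence. A candidate explanation for the low shares in replicate 1 is that preparations differed in other spleen cells. Of 12 list-by-group values of 3 lists added for this test, replicate 1 was lowest in 6, against 4 by chance. The exact p of 0.178 rests on the same assumption, and this test cannot tell. These lists held 0.0229% (neutrophil), 0.00284% (platelet) and 0.0122% (dendritic cell) of Naïve counts, and the mitochondrial genes as named in the table held 7.16% in Naïve, 6.32% in αCD3, 6.35% in IFNγ and 5.96% in LPS. Gene length or GC content is an unlikely cause, since after removal of these trends replicate 1 was lowest in 12 of 12 values of the 3 first lists.

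B cell transcripts were abundant, a test chosen after the result was seen. Cd79a had at least 234 CPM in every library (median 767), Ms4a1 a median of 460, Pax5 351 and Cd74 4125 CPM, against 240 CPM for Cd8a. B cells among the isolated cells are a candidate explanation, while NK cell genes were low (Ncr1, median 2.56 CPM). The fractions of B cells and myeloid cells were not measured, and any change in the libraries may come in part from these cells.

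The lower T cell list in LPS may come from a lower share of T cells, which predicts that lists of other cells rise together. The myeloid list instead had a median of -0.91, with -0.17 for B cells, -0.46 for NK cells and 0.46 for erythroid cells. Only the erythroid median went the way that explanation predicts. Marker genes can also change within cells that respond to LPS, so the test cannot decide. Cd79a (log2 fold change -1.62, adjusted p = 1.98e-05) and Cd79b (-1.88, adjusted p = 3.57e-04) were also lower in LPS. A lower share of B cells would lower other B cell genes as well. The 5 other B cell list genes with at least 100 CPM in Naïve lay between -0.17 and 0.39, which argues against it as the whole cause. Going the other way, the share of the abundant B cell list fell from 1.06% to 0.655%. Both tests were chosen after the results were seen.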
